A study of Homo sapiens with 11 samples.

How the data were processed

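Single-cell RNA-seq libraries (10x Genomics Chromium) of human uterus were analysed from the matrices of 11 libraries. Per the labels' protocols, full-thickness uterus was dissected into endometrium, the inner lining, and myometrium, the muscle wall, when possible. Each segment was then dissociated mechanically and with collagenase at 37C, and live cells were collected by flow cytometry. The labels give 4 endometrium libraries and 4 myometrium libraries with shared numbers (1 to 4), 1 library titled Myo5 whose tissue is given only as uterus, 1 postmenopausal library and 1 postpartum library.

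The deposited values are counts: whole-number UMIs per gene and cell barcode for 36601 genes, the same gene list in every library. Per the file headers, the authors made the count matrices with Cell Ranger 5.0.1 (numbers 1 and 2), 6.1.2 (number 3), 7.0.0 (number 4 and the postmenopausal library), 4.0.0 (Myo5) and 6.1.0 (postpartum). The reference build, the intron setting and any filter after cell calling were not given in the sources used here, and the files held no cell annotation. All 11 libraries' matrices were used. 10 gene symbols occurred on 20 lines of the gene list, and these were kept apart by gene identifier and never named.

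Cells with at least 500 UMIs, at least 300 genes and at most 20% mitochondrial UMIs were kept, which left 60176 of 71058 barcodes. The mitochondrial limit removed 35.8%, 25.2%, 40.8% and 2.10% of the barcodes of endometrium 1, 2, 3 and 4, and 20.0%, 2.59%, 15.5% and 3.53% of those of myometrium 1, 2, 3 and 4. Doublets were scored per library with Scrublet in scanpy 1.11.5, and the top-scoring cells were removed up to an expected 0.8% per 1000 cells. This removed 3487 cells (5.79%) and left 56689.

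Counts were normalised to the cell total and log-transformed, 2000 variable genes chosen across libraries and 50 principal components computed with no batch correction. A graph of 20 neighbours per cell, weighted by the overlap of neighbour lists, was clustered with the Leiden method (igraph 0.11.9, resolution 1), which gave 47 clusters. A cluster took the class whose markers, fixed before the data were examined, were most frequent among its 50 leading genes by fold over the median cluster. It needed 3 markers, no lead of another class among its top 10 genes, and at most 25% called doublets. This named 40 clusters in 10 classes and left 7 unnamed, with 1147 kept cells (2.02%). The use of the median cluster as reference, the doublet limit per cluster, and the merging of smooth muscle and perivascular markers into 1 contractile class were set after clusters had been seen. 9 clusters formed the contractile class. The mesothelial class was found in 1 library and was not compared. Classes are called X-like, since they rest on rebuilt clusters.

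Libraries, not cells, were the replicates. Class shares of kept cells were compared between endometrium and myometrium with a two-sided exact permutation test of the difference in means. With 4 against 4 libraries there are 70 arrangements, and the smallest p is 0.0286. The test takes the libraries as unpaired. Swaps within libraries of the same number were not tested, and with 4 such pairs they could not give a p this small. P-values were adjusted by the Benjamini-Hochberg method over 9 classes. For expression, UMIs were summed per library and class, and tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr, Benjamini-Hochberg at 0.05, R 4.3.3). A library entered a class with 20 or more cells, and a class was tested with 3 or more libraries per tissue. This allowed tests in fibroblast-like, endothelial-like, myeloid-like and T and NK lymphocyte-like cells, and over all kept cells. Contractile-like, epithelial-like, ciliated-like, lymphatic endothelial-like and mast-like cells had too few libraries on one side. CPM in the tissue comparison refer to the UMIs of the tested genes, and those in single libraries and in the closing tests to the UMIs of the class in that library. No genome coordinates are given, since the build of the files is not stated.

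The genes named were chosen by a rule set before the data were examined. Within a tested class they were the 3 highest and 3 lowest log2 fold changes among genes with an adjusted p under 0.05. These also needed an average log2 CPM of 5 or more, CPM that did not overlap between the tissues, and a class CPM of at least 0.5 times that of any other class. Over all cells, the 5 highest and 5 lowest were named without the class condition. In the postmenopausal and postpartum libraries, the 3 highest and 3 lowest ratios of CPM to the nearest of the other libraries were named per class. These needed 100 CPM or more and the same class condition, with 50 or more cells in the single library and 20 or more in at least 4 others. Symbols with a dot and mitochondrial, ribosomal protein, hemoglobin and immunoglobulin genes were not named. A list of 12 hormone receptor and regional genes (among them ESR1, PGR, HOXA10, HOXA11, HAND2, FOXO1, IGF1 and WNT5A) was fixed at the same time. The class condition in single libraries was at first computed on other libraries than planned and was corrected after its output had been seen.

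Single libraries had no replicate, so no test was made. Shares carry exact Clopper-Pearson 95% intervals and CPM exact Poisson 95% intervals. These, and the limit of 3 counts used where none was seen, cover counting error only. The test was tried on simulated counts with the means, library sizes and dispersion of each class and 200 genes changed by known amounts. Of genes changed by log2 2, it recovered 19.4% in fibroblast-like (13004 genes tested), 76.0% in endothelial-like (11333), 59.8% in myeloid-like (8870) and 32.6% in T and NK lymphocyte-like sums (8314), and 0% over all cells (19226). Of genes changed by log2 1 it recovered 0%, 8.08%, 0%, 1.01% and 0% in the same order.

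Whether the shared numbers pair the libraries was checked by correlating, over all kept cells, the deviations of same-numbered libraries from their tissue means across genes. Pearson's r was 0.453, 0.269, 0.149 and 0.601 for numbers 1, 2, 3 and 4, and -0.298 to 0.170 between libraries of different numbers. Number 3 was not set apart by this check, since endometrium 3 had 0.170 with myometrium 2. Genes are not independent replicates. The labels' protocols describe 1 tissue dissected in both segments, and each pair shared its Cell Ranger version. The numbers were therefore treated as pairing the libraries, and fits with the number as a block are given where they changed a call. For the heat-shock and immediate-early genes of the closing tests no such fit is given.

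Alternatives planned before the data were examined were the doublets kept, a stricter cell filter (1000 UMIs, 500 genes, 10% mitochondrial), resolutions 0.5 and 2, a neighbour graph with equal numbers of neighbours from each library, DESeq2 1.42.0, RLE scaling, no low-count filter, the replicate block, Myo5 counted as myometrium, sums thinned to one total, 50 cells per library, genes of free RNA left out, edgeR on cell counts, a denominator without immune cells, and each library left out. For single libraries a minimum of 500 CPM and TMM-scaled CPM were tried. The equal-neighbour graph took 2 neighbours per library, since a larger shared-neighbour graph could not be held in memory. Cell Ranger version as a covariate, Cell Ranger 5.0.1 libraries only, and the postmenopausal library against the other 7.0.0 libraries were added after the data were seen. For closing tests, 15 heat-shock and 20 immediate-early genes were listed by hand, and intron lengths came from the GENCODE annotation, matched by gene identifier (34616 of 36601 genes, 94.6%). Some readings changed after outcomes were seen. The test of free contractile RNA was first to need all 15 values above 1, and 14 were, after which over 90% was taken as enough. The pattern of long introns was divided into libraries after the values per class were seen, and its verdict for 3 libraries together was then weakened. The readings of a batch of number 4 and of long introns in endometrium 4 were first taken as excluded and later left open. So was that of FOXO1 and ESR1 in number 4. The deciding values mostly lay within the spread of other libraries, but the long-intron difference in endothelial-like cells of endometrium 4 lay below it. The thinned heat-shock medians were likewise first taken to exclude a difference in UMIs, and then read as deciding nothing. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, limma 3.58.1 and, for tables, the data.table package (1.17.8) were also used.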

Results

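The study set out to build a cell atlas of the human uterus, per its labels, and to describe its cell composition in premenopausal, postmenopausal and postpartum tissue. Single-cell RNA-seq was made of 11 libraries: 4 of endometrium, 4 of myometrium, and 1 each of the library titled Myo5, of postmenopausal uterus and of postpartum uterus. The files held 71058 cell barcodes. Total UMIs were 57390814, 81687172, 33888829 and 67023737 in endometrium 1, 2, 3 and 4, and 80027581, 68927220, 64618274 and 92415511 in myometrium 1, 2, 3 and 4. Myo5 had 19548695 UMIs, the postmenopausal library 39927917 and the postpartum library 40584376. After filtering, 3213, 6237, 2685 and 4694 cells were kept in endometrium 1 to 4, 7123, 6553, 7039 and 7546 in myometrium 1 to 4, 1777 in Myo5, 4889 in the postmenopausal and 4933 in the postpartum library. The median kept cell had between 5924 UMIs (postpartum) and 13576 UMIs (endometrium 1).

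The first comparison asked how the cell composition differed between endometrium and myometrium. Shares refer to kept live-sorted cells, so dissection, dissociation, sorting and the mitochondrial limit bear on them. Contractile-like cells, which carry smooth muscle and perivascular markers, made up 4.48% ± 8.42 (SD, n = 4) of endometrium and 57.4% ± 28.9 of myometrium. The difference was -52.9 percentage points (two-sided exact permutation test of unpaired libraries, p = 0.0286, the smallest p that 4 against 4 libraries allow). Adjusted over 9 classes p was 0.129, and the share was higher in endometrium in 0 of 4 pairs. Epithelial-like cells made up 22.7% ± 16.5 of endometrium and 2.23% ± 2.66 of myometrium, a difference of 20.5 points (exact permutation p = 0.0286, adjusted 0.129, higher in endometrium in 4 of 4 pairs). No class passed 0.05 after adjustment. The alternative that moved these calls most was edgeR's quasi-likelihood test on cell counts with the replicate number as a block. With it contractile-like cells (log2 fold change -6.78, adjusted p 0.0148), epithelial-like cells (5.97, adjusted p 0.0293) and ciliated-like cells (4.19, adjusted p 0.0293) passed. The cluster with the most contractile-like cells differed: cluster 4 in myometrium 1 and 2, cluster 1 in myometrium 3, cluster 3 in myometrium 4 and cluster 8 in endometrium 4.

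Fibroblast-like cells made up 23.995% ± 11.1 (SD, n = 4) of endometrium and 7.61% ± 4.97 of myometrium. The difference was 16.4 points in the direction of 4 of 4 pairs (exact permutation p = 0.0571, adjusted 0.154). With immune cells left out of the denominator they made up 41.5% and 8.03%, a difference of 33.5 points (exact permutation p = 0.0286, adjusted 0.0571). T and NK lymphocyte-like cells made up 24.6% ± 23.4 of endometrium and 1.83% ± 1.94 of myometrium (exact permutation p = 0.0857, adjusted 0.154, higher in 4 of 4 pairs). Myeloid-like cells made up 10.7% ± 10.0 and 2.12% ± 0.860 (exact permutation p = 0.0857, adjusted 0.154, higher in 3 of 4 pairs). Endothelial-like cells made up 3.32% ± 1.66 of endometrium and 24.97% ± 26.6 of myometrium (exact permutation p = 0.114, adjusted 0.171). They were higher in endometrium in 1 of 4 pairs. Ciliated-like cells made up 6.22% ± 9.36 and 0.402% ± 0.649 (exact permutation p = 0.200, adjusted 0.257, higher in 4 of 4 pairs). Lymphatic endothelial-like cells (0.548% ± 0.607 and 1.07% ± 1.03, exact permutation p = 0.457) and mast-like cells (2.32% ± 2.71 and 1.76% ± 1.55, exact permutation p = 0.714) differed by less than the spread between libraries. The direction for mast-like cells changed when endometrium 3 (-0.480 points) or myometrium 1 (-0.0190 points) was left out. It also changed with the block (log2 -0.80).

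**Figure D1:**
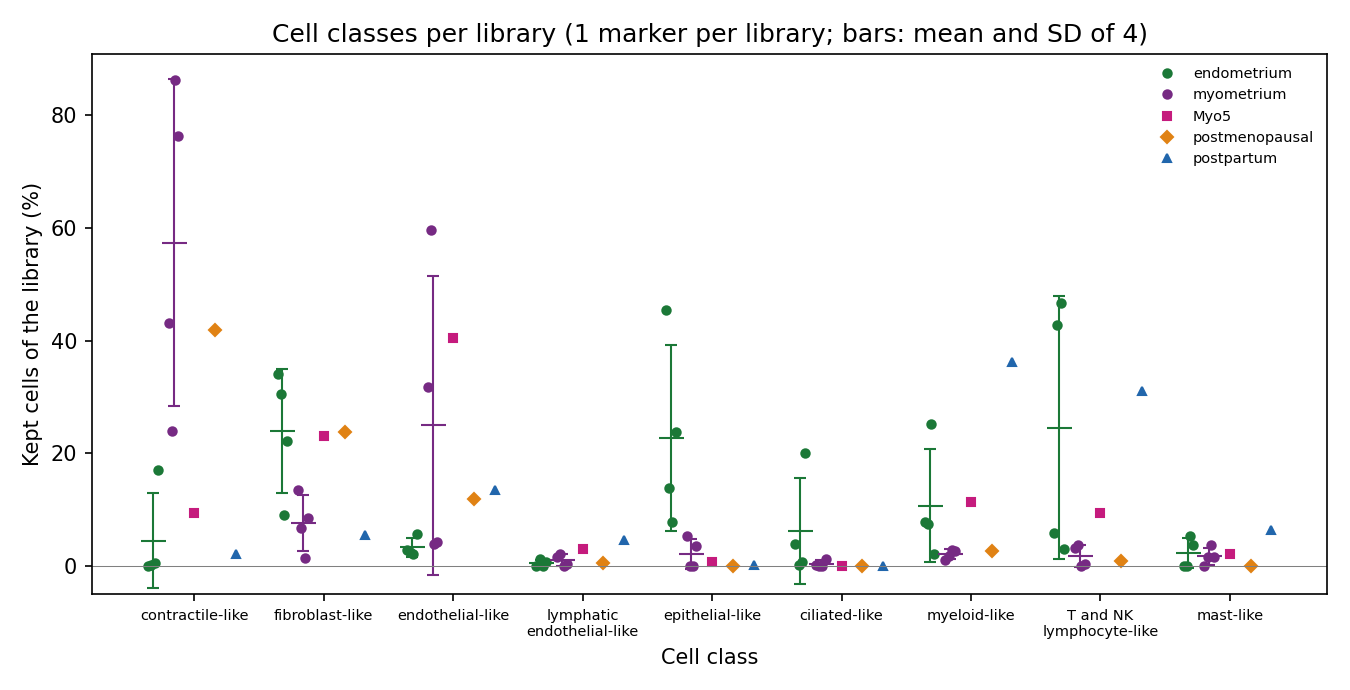
Share of kept cells (vertical axis, percent) in 9 cell classes (horizontal axis); each marker is 1 library, and horizontal lines with bars give the mean and SD of the 4 endometrium and the 4 myometrium libraries. The contractile-like share was 17.1% or lower in every endometrium library and 23.97% or higher in every myometrium library.

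The second comparison asked which genes differed between endometrium and myometrium within a cell class, on UMIs summed per library. Each replicate number has 1 Cell Ranger version and both tissues, so the version with the most libraries, 5.0.1 (numbers 1 and 2), was also tested alone, a test chosen after the data were seen. It gave 131 genes in fibroblast-like, 313 in endothelial-like, 1 in myeloid-like and 168 in T and NK lymphocyte-like cells. The other versions have 1 library per tissue, too few for a test.

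In endothelial-like cells 91 of 11525 genes passed an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), 56 higher and 35 lower in endometrium, and DESeq2 called 625. The sums held between 761874 and 37374100 UMIs per library. The cluster with the most endothelial-like cells was cluster 26 in endometrium 1, 2 and 3 and cluster 25 (34.7% of them) in endometrium 4. In myometrium it was cluster 11 (1 and 3), cluster 2 (myometrium 2) and cluster 32 (myometrium 4). The count rested on the libraries: without endometrium 1, 2, 3 or 4 it was 16, 9, 169 or 157, and without myometrium 1, 2, 3 or 4 it was 27, 0, 42 or 153. With the replicate block it was 443, which included all 91. The lean to higher was not kept by every fit: the block gave 182 higher and 261 lower, DESeq2 268 and 357, and no low-count filter 92 and 123. Without endometrium 4 it was 69 and 88. Of the alternatives that kept all 8 libraries, the one with the largest fold change in the count was thinning all sums to one total, which gave 1 gene. Of the 91 genes, 67 had a CPM in this class under 0.5 times that of another class, and 18 under 1 in 10, so that RNA from other cells can contribute to them. CPM of 90 of the 91 genes did not overlap between the tissues, against 14.2% of all genes tested. The 91 genes were picked by a small p in these same libraries, which favours such separation, so it adds no support for them. For all genes tested, chance gives 2 of 70 arrangements, a share that equals the smallest p of 0.0286.

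The named genes higher in endometrial endothelial-like cells were COL4A1, STARD4 and INSR. COL4A1 (ENSG00000187498) had 1137 ± 720 CPM (SD, n = 4) in endometrium and 134 ± 26.8 CPM in myometrium. Its log2 fold change was 2.79 (SE 0.38, edgeR adjusted p 0.0192). STARD4 (ENSG00000164211) had 77.1 ± 30.5 and 14.7 ± 3.85 CPM, a log2 fold change of 2.12 (SE 0.35, edgeR adjusted p 0.0316). INSR (ENSG00000171105), the insulin receptor, had 422 ± 78.6 and 101 ± 41.8 CPM, a log2 fold change of 1.85 (SE 0.32, edgeR adjusted p 0.0350). Lower in endometrium were RHOU, RUNX1T1 and OLFM1. RHOU (ENSG00000116574) had 23.0 ± 8.19 and 100.2 ± 19.1 CPM, a log2 fold change of -2.33 (SE 0.33, edgeR adjusted p 0.0192). RUNX1T1 (ENSG00000079102) had 19.7 ± 13.2 and 85.8 ± 20.4 CPM (-2.29, SE 0.44, edgeR adjusted p 0.0486). OLFM1 (ENSG00000130558) had 32.7 ± 12.9 and 122 ± 32.9 CPM (-2.11, SE 0.37, edgeR adjusted p 0.0362). CPM did not overlap between the tissues for any of the 6 genes, which was a condition of naming them. COL4A1 lost its call without endometrium 2 (2.79) or myometrium 2 (2.74), and RHOU without endometrium 1 (-2.38) or myometrium 2 (-2.39). STARD4 (2.01 to 2.26), INSR (1.71 to 1.95), RUNX1T1 (-2.47 to -2.22) and OLFM1 (-2.18 to -1.93) lost theirs without endometrium 1 or 2, or without myometrium 1, 2 or 3. All 6 kept the call with the replicate block. INSR lost it with Myo5 counted as myometrium (1.16), and all 6 lost it when sums were thinned to one total, and none changed direction in any alternative.

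**Figure D2:**
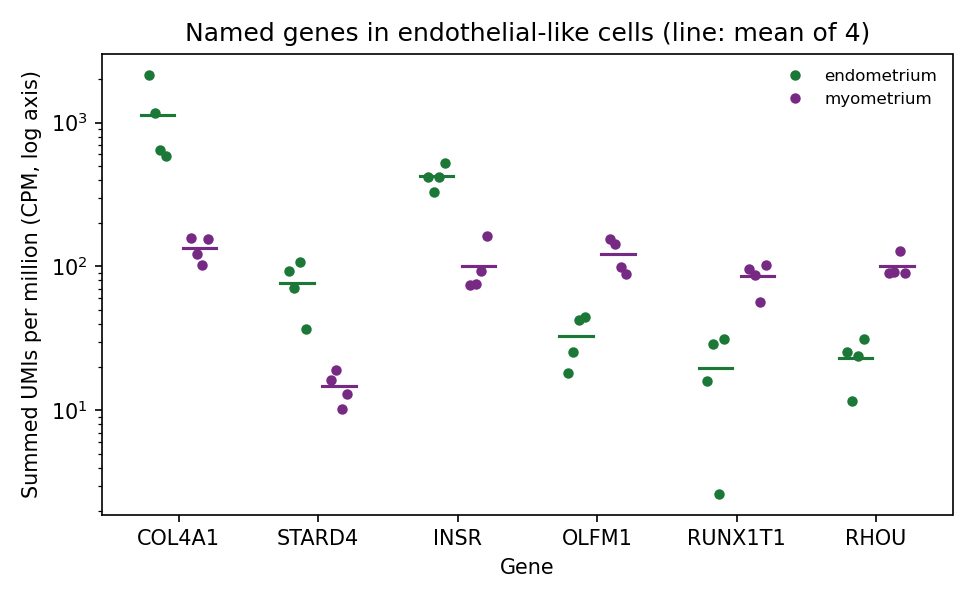
CPM (vertical axis, log scale) of the 6 named genes (horizontal axis) in endothelial-like cells; each point is 1 library of endometrium (green) or myometrium (purple), and lines are means of 4. The points of the tissues do not overlap, which was a condition of naming, with COL4A1 at 586 CPM or more in endometrium and 158 CPM or less in myometrium.

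In fibroblast-like cells 0 of 13262 genes passed (edgeR quasi-likelihood test, Benjamini-Hochberg), with 1490 at an unadjusted p under 0.05, and DESeq2 called 415. The count rested on number 4: without myometrium 4 it was 235, and without endometrium 4 it was 2. The fibroblast-like cells of endometrium 1, 2, 3 and 4 lay mostly in clusters 21, 9, 30 and 13, and those of myometrium 1, 2 and 3 in cluster 6, while 97.5% of those of myometrium 4 lay in cluster 13. In myeloid-like cells 3 of 9126 genes passed, all lower in endometrium, and DESeq2 called 357. They were FGFR1 (log2 fold change -3.16, edgeR adjusted p 0.0361), KLHL21 (-2.68, adjusted p 0.0438) and SPARCL1 (-4.92, adjusted p 0.0438), named after their values were seen because the naming rule left none. Their CPM in this class was 0.182, 0.639 and 0.00978 times that of the class with the most, so that RNA from other cells can contribute to FGFR1 and SPARCL1. Leaving out any 1 library other than myometrium 3 gave 0 genes, and leaving out myometrium 3 gave 7. With the replicate block 4 genes passed, among them FGFR1 and SPARCL1, while KLHL21 did not (-2.70, adjusted p 0.0741). The clusters with the most myeloid-like cells were 17, 33, 17 and 38 in endometrium 1 to 4 and cluster 5 in myometrium.

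In T and NK lymphocyte-like cells, with 4 endometrium and 3 myometrium libraries (myometrium 3 had 1 such cell), 1 of 8618 genes passed (edgeR quasi-likelihood test, Benjamini-Hochberg). It was ADIRF, also named after its value was seen, with 1.88 ± 1.34 CPM in endometrium (SD, n = 4) and 129 ± 92.1 CPM in myometrium (n = 3). Its log2 fold change was -6.23 (SE 0.65, adjusted p 0.0481). Its CPM in this class was 1.82%, 0.866% and 3.07% of that in contractile-like cells of myometrium 1, 2 and 4, and RNA from other cells can contribute at such levels. The replicate block gave 289 genes and DESeq2 258. Leaving out endometrium 1, 2, 3 or 4 or myometrium 1 or 4 gave 0 genes, and leaving out myometrium 2 gave 2. The clusters with the most of these cells were 24, 12, 27 and 27 in endometrium 1 to 4, cluster 10 in myometrium 1 and 2 and cluster 27 in myometrium 4 (10 cells).

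Of the list of 12 hormone receptor and regional genes fixed before the data were examined, 11 could be tested in fibroblast-like cells. Adjusted over the list alone, 2 passed, and adjusted over all genes 0 passed (edgeR quasi-likelihood test, Benjamini-Hochberg). HAND2 had 330 ± 231 CPM in endometrium and 71.4 ± 24.7 CPM in myometrium (SD, n = 4), a log2 fold change of 2.11 (SE 0.63, adjusted p 0.04003 over the list alone and 0.247 over all genes). WNT5A had 178 ± 36.1 and 17.7 ± 27.9 CPM, a log2 fold change of 3.23 (SE 0.86, adjusted p 0.04003 over the list alone and 0.210 over all genes). The count was 0 without endometrium 1 or without myometrium 1, 2 or 3, 1 (HAND2) without endometrium 4, and 0 with thinned sums. Without endometrium 3 or myometrium 4, WNT5A passed and HAND2 did not (1.54 and 2.12). The log2 fold change with 1 library left out ranged from 1.54 to 2.46 for HAND2 and from 2.90 to 5.28 for WNT5A. With the replicate block only WNT5A passed (adjusted p 0.00641 over the list alone). ESR1 (log2 fold change -0.57), PGR (0.52) and the other 7 genes tested did not pass.

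In endothelial-like cells 2 of 6 list genes passed when adjusted over the list alone, and 0 over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, WNT5A had 14.9 ± 8.05 CPM in endometrium and 3.51 ± 1.89 CPM in myometrium (SD, n = 4), a log2 fold change of 1.72 (SE 0.50, adjusted p 0.0179 over the list alone and 0.134 over all genes). Pooled over libraries its CPM here was 0.0324 times that in the class with the most, and whether RNA from other cells contributes was not tested. With the replicate block 4 list genes passed, and without endometrium 3 the count was 0. In myeloid-like cells 0 of 3 list genes passed and in T and NK lymphocyte-like cells 0 of 2, both by edgeR adjusted over the list alone. In myeloid-like cells 1 passed with the replicate block, and 1 without endometrium 2.

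Over all kept cells, where composition and expression are mixed, 742 of 19586 genes passed (edgeR quasi-likelihood test, Benjamini-Hochberg), 157 higher and 585 lower in endometrium, around a median log2 fold change of 0.10. The share of genes higher in endometrium was 21.2% here, 38.2% of 1234 genes with the block and 48.4% of 3685 genes by DESeq2. The count was 25, 0 and 197 without endometrium 1, 2 and 3, and 85, 282, 97 and 133 without myometrium 1, 2, 3 and 4. It was 0 in the 4 libraries of Cell Ranger 5.0.1 alone, an alternative chosen after the data were seen. Of the 742 genes, the CPM of 721 did not overlap between the tissues, against 16.3% of all genes tested and the same chance share as above. The 742 genes were also picked by p in these libraries, so this adds no support for them. On the list of 12, WNT5A passed over all genes, with 53.4 ± 29.6 CPM in endometrium and 3.97 ± 3.27 CPM in myometrium (SD, n = 4; log2 fold change 3.47, SE 0.69, adjusted p 0.0380). Without any 1 library other than endometrium 4 it did not pass over all genes (3.14 to 4.06). Adjusted over the list alone, 1 of the 12 passed.

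The highest named genes over all cells were VCAN, H19, CPXM1, UCP2 and C4orf48, and the lowest were FHL5, MYH11, ADIRF, KCNAB1 and NTRK2. VCAN (ENSG00000038427) had 501 ± 263 CPM in endometrium and 38.0 ± 28.5 CPM in myometrium (SD, n = 4), a log2 fold change of 3.54 (SE 0.80, edgeR adjusted p 0.0481). H19 (ENSG00000130600) had 124 ± 62.6 and 10.3 ± 8.97 CPM (log2 3.38). The log2 fold changes of CPXM1 (ENSG00000088882), UCP2 (ENSG00000175567) and C4orf48 (ENSG00000243449) were 3.19, 2.99 and 2.89. MYH11 (ENSG00000133392), which encodes smooth muscle myosin, had 33.4 ± 53.1 and 1816 ± 1037 CPM, a log2 fold change of -6.25 (SE 1.29, edgeR adjusted p 0.0410). ADIRF (ENSG00000148671) had 86.3 ± 88.7 and 3921 ± 1230 CPM (log2 -5.91, SE 0.75, edgeR adjusted p 0.0181). The log2 fold changes of FHL5 (ENSG00000112214), KCNAB1 (ENSG00000169282) and NTRK2 (ENSG00000148053) were -6.53, -5.74 and -5.59. With the replicate block VCAN (3.60, edgeR adjusted p 0.0959) and H19 (3.69, adjusted p 0.05598) lost their call and the other 8 kept it. None of the 10 changed direction when 1 library was left out, but each lost its call without some library. ADIRF lost it without endometrium 1 (-5.72) or 2 (-5.62), and UCP2 without endometrium 2 (3.07) or myometrium 1 (3.01) or 3 (2.82). H19 (3.05 to 3.45) lost it without endometrium 1, 2 or 3 or myometrium 1, 2 or 3. CPXM1 (3.04 to 3.46) lost it without endometrium 1 or 2 or any myometrium library, and NTRK2 (-5.80 to -5.08) without endometrium 1, 2 or 3 or myometrium 1, 3 or 4. VCAN (3.21 to 4.0035), C4orf48 (2.66 to 3.13), FHL5 (-6.86 to -5.82), MYH11 (-6.51 to -5.63) and KCNAB1 (-5.98 to -5.12) lost it without any library other than endometrium 4.

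The third comparison set the single libraries beside the others. With 1 library each there was no replicate and no test, and intervals are exact Clopper-Pearson intervals for counting error only. Myo5 had 40.5% endothelial-like cells (95% interval 38.2 to 42.8), within the range of myometrium (4.01% to 59.7%) and above that of endometrium (2.12% to 5.77%). Its contractile-like share was 9.45% (8.13 to 10.9), below every myometrium library (23.97% to 86.2%) and within the endometrium range. With the stricter cell filter it was 4.16% (3.22 to 5.28). Fibroblast-like cells made up 23.0% (21.1 to 25.05), myeloid-like cells 11.4% (9.98 to 12.995) and T and NK lymphocyte-like cells 9.51% (8.19 to 10.97), all above every myometrium library.

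The postmenopausal library had 41.9% contractile-like cells (exact Clopper-Pearson 95% interval 40.5 to 43.3), within the myometrium range. The alternative that moved this share most was clustering at resolution 0.5, which gave 59.95%. Fibroblast-like cells made up 23.8% (22.6 to 25.01) and endothelial-like cells 11.9% (11.01 to 12.8). The endothelial-like share was 2.21% at resolution 0.5. 18.1% of its cells were in unnamed clusters, chiefly 1 cluster made up almost wholly of this library. Epithelial-like cells were 0 of 4889, which allows a share of up to 0.0614%. The postpartum library had 36.2% myeloid-like cells (34.9 to 37.6), above every endometrium library (2.22% to 25.3%) and every myometrium library (1.07% to 2.94%). T and NK lymphocyte-like cells made up 31.2% (29.9 to 32.5), mast-like cells 6.43% (5.76 to 7.15), lymphatic endothelial-like cells 4.66% (4.09 to 5.29) and contractile-like cells 2.23% (1.84 to 2.68).

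Gene levels in the postmenopausal library were compared with endometrium 1 to 4, myometrium 1 to 4 and Myo5, where these had enough cells of a class. In contractile-like cells 138 of 1310 genes at 100 CPM or more lay over 2-fold above each of 6 other libraries, and 33 of 829 lay over 2-fold below. These libraries differ in the clusters behind the class. Of the postmenopausal contractile-like cells 67.5% lay in cluster 14, which was the main cluster of none of the others (8 in endometrium 4, 4, 4, 1 and 3 in myometrium 1 to 4, 4 in Myo5). LINGO2 stood highest by ratio, at 208 CPM (exact Poisson 95% interval 201 to 214) against at most 8.96 CPM elsewhere, followed by GREM1 (191 against 10.8 CPM) and FRMD6-AS2 (214 against 12.3 CPM). HSPA1A was lowest, at 256 CPM (249 to 263) against at least 2265 CPM, followed by HSPA1B (119 against 1015 CPM) and RERGL (72.2 against 558 CPM). The mean RERGL count, scaled to an equal total per cell, was 0.0315 in cluster 14, 0.269 in cluster 8 and 5.62 to 15.3 in clusters 1, 3 and 4. The mean DES count on this scale was 37.3 in cluster 14, 17.0 in cluster 8 and 0.807 to 0.959 in clusters 1, 3 and 4. Unlike kinds of contractile-like cells are thus compared. For the named genes and the fixed list, this and the postmenopausal state cannot be told apart. On the fixed list, PGR was at 239 CPM (232 to 246) against at most 56.7 CPM and FOXO1 at 194 CPM (188 to 201) against at most 56.7 CPM. PRLR was at 35.7 CPM (33.0 to 38.6) against at most 14.7 CPM, and ESR1 at 132 CPM (126 to 137) against at most 116 CPM. The 2 libraries of these 6 with the same Cell Ranger version were endometrium 4 and myometrium 4. Over all cells the postmenopausal library and myometrium 4 had at least 11.8% of UMIs in genes with over 100000 bases of intron. The 8 libraries of other versions had at most 8.52%, so counts of such genes may not be on one scale in all libraries. Of the 6 genes named here, LINGO2, HSPA1A and HSPA1B were also named against the other 7.0.0 libraries alone, a comparison chosen after the data were seen. Of the 6 named in each other class, STC1 was in endothelial-like cells, and 0 were in fibroblast-like and 0 in myeloid-like cells.

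Of the postmenopausal fibroblast-like cells 96.1% lay in cluster 19, in which 99.1% of cells were from this library and which was the main cluster of no other. In these cells 55 genes lay over 2-fold above and 1 over 2-fold below all 9 other libraries. AFF3 (263 against at most 39.1 CPM), SRGAP1 (432 against 65.2 CPM) and KCNIP4 (608 against 149.9 CPM) were highest by ratio. NR2F2 (65.2 against at least 175 CPM), PDGFRB (66.7 against 105 CPM) and SERPINH1 (98.5 against 155 CPM) were lowest. On the fixed list, HAND2 (22.6 CPM, exact Poisson 95% interval 19.3 to 26.3) lay below all 9 others (at least 46.1 CPM). So did HOXA10 (21.2 CPM, 18.0 to 24.8, against 31.2 CPM), HOXA11 (6.76 CPM, 5.02 to 8.92, against 25.7 CPM) and WNT5A (0.406 CPM, 0.0837 to 1.19, against 2.61 CPM). Of the endothelial-like cells 81.6% lay in cluster 32, the main cluster of myometrium 4 and of none of the others compared. There 23 genes lay over 2-fold above, led by STC1 (1107 against at most 187 CPM), ADAMTS9 and PITPNC1. TNFSF10 (57.3 against at least 116 CPM), CLEC14A and LEPR were lowest. On the fixed list, PGR in these endothelial-like cells was at 14.6 CPM (11.2 to 18.7) against at most 10.9 CPM. In myeloid-like cells, from 132 cells, 105 genes lay over 2-fold above, led by PID1 (915 against at most 112 CPM), CCR5AS and TEX14. RNASE1 (265 against at least 772 CPM), CTSC and LGMN were lowest.

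In the postpartum library fewer genes lay over 2-fold above or below in each of the 4 classes compared in both libraries. On the fixed list, WNT5A in fibroblast-like cells was at 230.7 CPM (213 to 249) against at most 204 CPM, and HOXA10 in endothelial-like cells at 32.2 CPM (27.7 to 37.2) against at most 26.6 CPM. IGF1 in lymphatic endothelial-like cells was at 80.4 CPM (67.2 to 95.4) against at least 137 CPM. Of its contractile-like cells 42.7% lay in cluster 8, as in endometrium 4, while the main clusters of the other 5 libraries compared were 1, 3 and 4. The mean STEAP4 count, scaled to an equal total per cell, was 2.89 in cluster 8 and at most 0.0211 in these 3. In contractile-like cells, from 110 cells, 18 genes lay over 2-fold above all 6 other libraries, led by STEAP4 (229 CPM, exact Poisson 95% interval 196 to 266, against at most 47.9 CPM), FOXS1 and COL18A1. MT1X, HSP90AB1 and KCNMA1 were lowest by ratio, none over 2-fold below. In fibroblast-like cells 5 genes lay over 2-fold above all 9 others. The highest that could be named were SULF1 (332 against at most 72.4 CPM), FHL2 and MGP, at ratios of 4.59, 2.25 and 1.87, and EIF2S3, PLPP3 and EIF3H were lowest. In endothelial-like cells 5 genes lay over 2-fold above. The highest that could be named were ID1 (1608 against at most 751 CPM), DUSP23 and TNFSF10, at ratios of 2.14, 2.01 and 1.98, and BCAM, CAV1 and CAVIN1 were lowest. In lymphatic endothelial-like cells 27 genes lay over 2-fold above 6 others, led by SPHK1 (182 against at most 59.4 CPM), DUXAP8 and PNPT1. Lowest there were IGFBP5 (15.3 against at least 128 CPM), TSPAN5 and OAF. In mast-like cells 9 genes lay over 2-fold above 6 others. The highest that could be named were TESC (639 against at most 149 CPM), KCNH2 and LYL1, at ratios of 4.30, 2.48 and 1.65, and ANKRD28, NFKB1 and FAM107B were lowest. In T and NK lymphocyte-like cells 1 gene lay over 2-fold above 8 others. The highest that could be named were ISG20, PPP1R10 and PCED1B-AS1, at ratios of 1.42, 1.30 and 1.27, and CELF2, CALR and TUBA1B were lowest. In myeloid-like cells 0 genes lay over 2-fold above or below. RETN (465 against at most 233 CPM), DNASE2 and HAMP were highest, and NCL, TGFB1 and IFNGR2 were lowest, at 0.870 to 0.937 of the nearest library.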

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

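The tests of DES in contractile-like cells of endometrium 4, and of the long-intron rise in endometrium 4 and in myometrium 4 apart, were chosen only after the result was seen. In 94 groups of 4 libraries (class shares and the CPM of named and list genes per tissue), 1 value lay far from the other 3 in 16, by Dixon's ratio at its 95% critical value. For normally distributed values chance gives about 1 in 20, here 4.7. The CPM and shares were not transformed and can be skewed, and the groups are not independent. The 16 therefore cannot be set strictly against 4.7. Of the 16 values, 14 came from endometrium 4 or myometrium 4. No biological explanation was tested for any of them, since the design gives no group for a single library.

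Contractile-like cells made up 17.1% of endometrium 4, against at most 0.596% in the other 3 endometrium libraries. Over all cells of endometrium 4, 4 genes were far above the other 3 libraries. ADIRF was at 219 CPM (others 32.8 to 48.8), MYH11 at 113 CPM (3.83 to 11.4), FHL5 at 7.27 CPM (0.214 to 0.406) and NTRK2 at 11.2 CPM (0.953 to 2.27). Of their UMIs in endometrium 4, between 69.8% (ADIRF) and 90.3% (FHL5) came from contractile-like cells, so the share of these cells is a candidate explanation for all 4 genes. Whether the cells came from myometrium was then tested. Their summed smooth muscle markers were at 0.681 times the lowest myometrium library. This does not decide the source, since the clusters behind the class differ. Of these cells 45.8% lay in cluster 8, and the main clusters in myometrium 1 to 4 were 4, 4, 1 and 3. The mean MYH11 count, scaled to an equal total per cell, was 14.1 in cluster 8 and 27.7 to 44.4 in clusters 1, 3 and 4. DES was at 4.52 times the lowest myometrium library, and DES and ACTG2 were each above 3 of 4 myometrium libraries. For DES, myometrial tissue and other contractile cells cannot be told apart, since DES ranged over that much between myometrium libraries. A part or all of the cells may therefore come from the muscle wall.

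Ciliated-like cells made up 1.36% of myometrium 4, against at most 0.211% in the other 3 myometrium libraries. In its fibroblast-like cells WNT5A was at 59.5 CPM (others 2.62 to 4.89). Both go in the direction of endometrium. Endometrial cells in the myometrium 4 library are a candidate explanation, tested on the fibroblast-like cells. The held-out tissue difference in fibroblast-like cells was log2 0.21 in number 4, far below the 1.80 to 2.68 in the other numbers. The ciliated-like cells had no test of their own.

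ESR1 was at 1225 CPM in fibroblast-like cells of myometrium 4 (others 59.3 to 141). FOXO1 was at 293 CPM in its endothelial-like cells (76.5 to 94.3) and at 129.8 CPM in its myeloid-like cells (18.7 to 35.0). In myeloid-like cells of endometrium 4, FOXO1 was at 53.4 CPM (16.6 to 18.6) and ESR1 at 123 CPM (2.75 to 11.8). Both genes have long introns (190413 and 459075 bases in all), and number 4 was counted with Cell Ranger 7.0.0. Introns counted by that version would raise long-intron genes as a set in both libraries. The lowest difference between long-intron and short-intron genes over both libraries and 3 classes was log2 -0.24, without the rise in every class that this predicts. In endometrium 4 the lowest difference from the highest of numbers 1 to 3 was -0.54. There the values of fibroblast-like and myeloid-like cells lay within the spread of endometrium 1 to 3, and those of endothelial-like cells below it. No class of endometrium 4 showed a rise. Counted introns and other sources cannot be told apart in its fibroblast-like and myeloid-like cells, since those values lay within the spread. Its endothelial-like cells were at -0.24, against -0.14 to 0.06 in endometrium 1 to 3, which is not the rise that counted introns predict. In myometrium 4 the lowest was 0.29, a rise in all 3 classes, so counted introns may contribute to FOXO1 and ESR1 in that library. For ESR1 in fibroblast-like cells, endometrial fibroblasts are no sufficient source, since those of endometrium 4 had 602 CPM.

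RNA from fibroblast-like cells was tested for 2 values in myeloid-like cells. ESR1 in endometrium 4 was at 19.8% of its level in the fibroblast-like cells of that library, against at most 1.73% for 6 fibroblast markers. IGF1 was at 333 CPM in endometrium 2 (others 9.50 to 38.4), which was 18.4% of its fibroblast level, against at most 1.06% for 11 markers. Free fibroblast RNA as the source is argued against in both, and RNA from other classes was not tested.

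3 further values had no test of an explanation. RHOU was at 129 CPM in endothelial-like cells of myometrium 3 (others 90.3 to 91.0), away from the endometrium values. Over all cells of endometrium 4, C4orf48 was at 404 CPM (115 to 156) and VCAN at 107 CPM, below the other 3 (612 to 653).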

How the results depend on the processing

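Cell Ranger version as a covariate, the Cell Ranger 5.0.1 libraries alone and the other 7.0.0 libraries alone were chosen only after the result was seen, as were the splits of the libraries except those for the fixed list. Where no cause is given, the cause was not tested.

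For class shares, no alternative with the exact permutation test moved a class past the threshold. edgeR on cell counts with the replicate number as a block did for contractile-like (log2 -6.78), epithelial-like (5.97) and ciliated-like cells (4.19), and without the block it did for none. The mast-like difference reversed with the block (-0.80), without endometrium 3 (-0.480 points) and without myometrium 1 (-0.0190). The other 8 classes kept their direction in all alternatives.

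The counts of genes moved in most alternatives. DESeq2 gave 415 genes in fibroblast-like, 625 in endothelial-like, 357 in myeloid-like and 258 in T and NK lymphocyte-like cells and 3685 over all cells. It called 90 of the 91 endothelial genes and 738 of the 742 over all cells. With no low-count filter the counts were 25, 215, 43, 39 and 401 in the same order. The replicate block gave 443 genes in endothelial-like cells, 289 in T and NK lymphocyte-like cells and 1234 over all cells, among them all 91 and 550 of the 742. For the fixed list, adjusted over the list alone, the block gave 1 gene in fibroblast-like, 4 in endothelial-like and 1 in myeloid-like cells. No other call of a count changed by over 1.5 times with the block. Cell Ranger version as a covariate gave 1, 341, 207 and 1295 genes in fibroblast-like, endothelial-like, T and NK lymphocyte-like and all cells, and 1, 4 and 1 list genes in fibroblast-like, endothelial-like and myeloid-like cells. The 5.0.1 libraries alone, with 2 per tissue, gave 131, 313, 1 and 168 genes in the 4 classes and 0 over all cells, 5 list genes in endothelial-like and 1 in T and NK lymphocyte-like cells.

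With Myo5 counted as myometrium the counts were 33, 221, 52 and 39 in the 4 classes, with ADIRF not among the 39, and 4 list genes passed in endothelial-like cells. Sums thinned to one total gave 1 gene in endothelial-like and 0 in myeloid-like and T and NK lymphocyte-like cells, and 0 list genes in fibroblast-like and endothelial-like cells. Thinning lowers every library to the smallest sum, so depth limits these counts. Doublets kept gave 93 myeloid and 132 T and NK lymphocyte genes. The library-balanced graph gave 37 endothelial genes and 0 myeloid and 0 T and NK lymphocyte genes. The stricter cell filter gave 1 gene in fibroblast-like and 0 in T and NK lymphocyte-like cells. In T and NK lymphocyte-like cells RLE scaling gave 0 genes, 50 cells per library 0, and leaving out genes of free RNA 0. Leaving out such genes left 1 list gene in endothelial-like cells, since WNT5A was among those removed.

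With 1 library left out the counts ranged from 0 to 235 in fibroblast-like, 0 to 169 in endothelial-like, 0 to 7 in myeloid-like and 0 to 2 in T and NK lymphocyte-like cells, and from 0 to 855 over all cells. The highest and lowest came without myometrium 4 (235), endometrium 3 (169), myometrium 2 (0, endothelial), myometrium 3 (7), myometrium 2 (2), endometrium 4 (855) and endometrium 2 (0, all cells). List genes ranged from 0 to 3 in fibroblast-like and endothelial-like cells, 0 to 1 in myeloid-like and 0 to 0 in T and NK lymphocyte-like cells. The difference in shares ranged from -64.1 to -43.3 points for contractile-like, 13.04 to 21.3 for fibroblast-like, 12.9 to 25.5 for epithelial-like, 15.4 to 29.96 for T and NK lymphocyte-like and -0.480 to 1.33 for mast-like cells. It ranged from -28.6 to -10.1 (without myometrium 2) for endothelial-like, 3.73 (without endometrium 3) to 11.4 for myeloid-like and 1.21 (without endometrium 4) to 7.84 for ciliated-like cells. For lymphatic endothelial-like cells it ranged from -0.875 to -0.137 (without myometrium 2).

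In the postmenopausal library the contractile-like share was 59.95% at resolution 0.5 and 54.2% with the library-balanced graph. The endothelial-like share in Myo5 and the myeloid-like share in the postpartum library stayed within their counting intervals in all alternatives. The named genes beyond every library compared, 24 in the postmenopausal and 42 in the postpartum library, were 20 and 36 with the library-balanced graph, the largest move. In Myo5 the contractile-like share was 4.16% with the stricter cell filter. Among the other shares in single libraries 9 values moved, this one included, and 101 did not. For the 6 endothelial genes 101 values kept the call and 37 lost it, and for the 10 genes over all cells 105 kept it and 75 lost it, with no change of direction in either. Among genes in single libraries 61 values moved and 425 did not.

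Other splits of the 8 libraries, 7 in T and NK lymphocyte-like cells, were tested with edgeR. In endothelial-like cells the real split gave 91 genes and the highest other 1, and only the real split of 35 gave as many, so that chance can be excluded over these 35. Over all cells the real split gave 742 and the highest other 1, and again 1 of 35 splits gave as many. In myeloid-like cells the values were 3 and 2, with 1 of 35. Since the count falls to 0 without any 1 library other than myometrium 3, and 2 is close to 3, this excludes chance over the 35 splits only by a margin of 1 gene. In fibroblast-like cells the real split gave 0 genes, with 1490 at an unadjusted p under 0.05 and 415 by DESeq2. The highest other gave 43. All 35 splits gave as many as 0 by construction, so this count decides nothing. In T and NK lymphocyte-like cells the real split gave 1 and the highest other 52, with 3 of 35 as large. The 52 came from the split of numbers 1 and 2 against 3 and 4, which is also Cell Ranger 5.0.1 against later versions, and the fit with the block gave 289. For the fixed list the real split gave 2 genes in fibroblast-like cells, the highest other 3, and 3 splits gave as many. In endothelial-like cells it gave 2, the highest other 3, and 2 splits gave as many, so that chance cannot be excluded for either. Over all cells the real split gave 1 list gene and the highest other 2, so that chance cannot be excluded for this count. Among the 7 other splits that part as many pairs the highest was 0 for every count of genes and for the fibroblast list. It was 3 for the endothelial list and 1 for the list over all cells. With 8 splits that part every pair no share under 1 in 8 is possible, so these splits alone decide nothing about chance. The remaining splits set both libraries of some numbers on 1 side.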

Other observations

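The tests of swapped labels, and of long introns in myometrium 4 with the postmenopausal library and in endometrium 4, were chosen only after the result was seen.

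Heat-shock genes were lower in endometrium in the 4 tested classes. All 15 listed genes had a negative fold change in each class, with medians of log2 -2.41 in fibroblast-like, -1.47 in endothelial-like, -3.19 in myeloid-like and -2.10 in T and NK lymphocyte-like cells. The median was lower in endometrium in every pair of libraries of each class. Without the replicate block no gene passed an adjusted p of 0.05 (lowest 0.114, 0.111, 0.0996 and 0.0933, edgeR). No value with the block is given for these genes, so this says nothing about a paired test. After thinning, the median of the class medians was -2.33. Thinning leaves the expected ratio of abundant genes as it was, so it decides nothing about a difference in UMIs. Free RNA of contractile cells would have to exceed the share that smooth muscle markers give by a median of 33.5 times. It was above that share in 14 of 15 library and class values and needed over 100% in 8, which argues against it as the whole source; the exception was endothelial-like cells of myometrium 3 (0.0763). A general response to dissociation stays open. The 20 immediate-early genes also fell, with medians of -1.41, -1.15, -1.47 and -1.09 in the same order. Their median was not lower in every pair: it was 0.23 in endothelial-like cells of number 3 and 0.16 in T and NK lymphocyte-like cells of number 1. The highest, -1.09, has the sign such a response predicts, but a difference between the tissues and one in the handling of the segments cannot be told apart, since each segment was dissociated apart. In fibroblast-like cells the summed heat-shock level was 49753 CPM in Myo5, 5591 CPM in the postmenopausal and 4887 CPM in the postpartum library.

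At resolution 1, fibroblast-like cells of myometrium 4 shared their main cluster with those of endometrium 4. The sharing rests on the resolution. At resolution 2, a fibroblast-like cluster of 844 cells was 93.6% from endometrium 4 and another of 690 cells was 84.9% from myometrium 4. With genes chosen in the other numbers, the held-out difference between endometrium and myometrium in number 4 was log2 0.21 (0.21 to 0.38 over 3 choices). It was 2.18, 2.68 and 1.80 in numbers 1, 2 and 3. Endometrial fibroblasts in the myometrium 4 library are a candidate explanation, in a test that could have come out the other way. A batch shared by the libraries of number 4 would also reduce the difference in endothelial-like cells. There it was 0.85, within the 0.71 to 1.77 of the others, so that a batch cannot be told apart from the rest of the spread. Of the same-numbered pairs, number 4 also had the highest correlation of deviations over all cells (0.601). Swapped labels are argued against by the contractile-like share, which was 59.3 points higher in myometrium 4 than in endometrium 4. No biological explanation was tested.

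On a scale with 0 at the mean of myometrium 1 to 3 and 1 at that of endometrium 1 to 3, over 100 genes, the fibroblast-like cells of myometrium 4 and endometrium 4 lay at 0.656 and 0.740. Those of Myo5, the postmenopausal and the postpartum library lay at 0.0970, 0.0124 and 0.680. For endothelial-like cells the positions were 0.0957, 0.600, -0.0136, 0.0962 and 0.627 in the same order.

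Genes with over 100000 bases of intron took a larger share of UMIs in the 3 libraries of Cell Ranger 7.0.0 (9.95% to 12.9%) than in the other 8 (6.49% to 8.52%). The lowest of the 3 was 1.17 times the highest of the 8. Within classes this ratio was as low as 0.894, in fibroblast-like cells, so that for the 3 libraries together counted introns and a different mix of cell classes cannot be told apart. For myometrium 4 and the postmenopausal library the lower share was 1.38 times the highest of the 8, and 1.13 times or more within each of 4 classes. A different mix of classes is argued against there, and introns counted by that version are a candidate explanation. For endometrium 4 the ratio was 1.15 in myeloid-like cells, 0.972 in contractile-like, 0.951 in endothelial-like and 0.894 in fibroblast-like cells. Counted introns and differences between libraries cannot be told apart there, since the lower values lie within the range of the 8 libraries. The intron setting of each library is not known.

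ADIRF was the gene that passed in T and NK lymphocyte-like cells. Its CPM there was a median of 1.82% of that in contractile-like cells over 3 myometrium libraries. In myometrium 1 (1.82%) and myometrium 2 (0.866%) this was within the range of smooth muscle markers (0.665% to 2.49% and 0.133% to 1.499%). In myometrium 4 it was 3.07%, below their 4.93% to 13.8%. Free RNA of contractile cells and expression in lymphocytes cannot be told apart, because the highest marker was above the level of ADIRF in all 3 libraries. Their median was below it in myometrium 1 (1.28%) and 2 (0.415%) and above it in myometrium 4 (8.68%).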
